A study of Mus musculus with 4 samples. Its data were reported in "BACH1 orchestrates macrophage state transitions to coordinate regenerative inflammation" (2026).

How the data were processed

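Immune cells carrying the surface protein CD45 had been enriched with magnetic beads from the tibialis anterior, a muscle of the lower leg, of male mice injured with cardiotoxin, a snake venom component that kills muscle fibres. The cells were profiled by droplet-based 3′ single-cell RNA sequencing (10x Genomics) at 2 or 4 days after the injury (dpi2 and dpi4). At each time point 1 library was labelled control and 1 was labelled KO. In the study, KO mice carried a floxed *Bach1* gene, which encodes a repressor of transcription that binds heme. They also carried a Cre recombinase driven by the *Lyz2* promoter, which is active in myeloid cells. The design therefore held 4 libraries with 1 library per group, and no spread between animals was measured.

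For each library, the deposited files held raw UMI counts, that is, the number of distinct RNA molecules of each of 27998 genes in each cell barcode, as the authors obtained them from Cell Ranger with the mm10 mouse genome and without normalization. The deposited tables held only barcodes with at least 500 UMIs in total, and the lowest barcode totals were 500 or 501 in the 4 libraries. Cell types were not taken from the authors. Gene positions are those of the GENCODE annotation of GRCm38, the assembly behind mm10.

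Barcodes were kept with a mitochondrial share of UMIs under 10% and at least 500 detected genes. Doublets were then removed as the highest Scrublet scores, at a rate of 0.8% per 1000 cells, which took out from 100 to 289 barcodes per library. The study filtered cells with miQC, called doublets with scDblFinder, and joined its libraries with Harmony; these tools were replaced here by the fixed limit, Scrublet and a joint analysis without integration. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were reduced to 30 principal components, and a graph of 15 neighbours was clustered with the Leiden algorithm at resolution 1 (scanpy 1.11.5, leidenalg 0.10.2). The 85 genes of the fixed lists and single genes given below were kept out of the variable genes, so that they did not define the clusters.

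Each of the 28 clusters was named from 83 fixed marker genes, of which 82 were matched in the files (*Trbc2* was not). A cluster stayed unnamed where fewer than 3 of its best class's markers were detected in at least 10% of its cells, where its 10 leading genes held more markers of another class than of its own, or where its median UMI count was under 1/3 of that of its libraries and no own marker was among those leading genes. Macrophages were named from markers such as *Apoe*, *Mertk* and *C1qa*, monocytes from *Ly6c2*, *Vcan* and *Chil3*, neutrophils from *S100a8*, *Csf3r* and *Cxcr2*, and dendritic cells from *Flt3*, *Zbtb46* and *Xcr1*. Monocytes and macrophages were then clustered again on their own and the sub-clusters were matched to the 7 states that the study described, from fixed markers.

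Cells of one library are not replicates of a treatment, so UMIs were summed over the cells of a class in each library and expressed as CPM, relative to all UMIs of that class. With 1 library per group there were no replicates, so no test was run, and no p-value or standard error is given. A CPM value has an exact Poisson interval, a ratio between libraries the exact conditional binomial interval, a share of cells the exact (Clopper-Pearson) binomial interval, and a difference between shares Newcombe's interval built from exact limits. All are 95% intervals and cover counting error only. A count of 0 allows up to 3 counts of the total.

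Genes passed a rule of size where their ratio between the pair of libraries was at least 2-fold in either direction, the interval left out 1, and the pair held at least 50 UMIs. The number of genes past the rule describes these libraries and is not a count of genes changed by a test. The genes named below are those of 6 fixed lists (75 genes) and 10 single genes, and those chosen by a fixed rule. In macrophages this rule took the 5 genes with the highest and the 5 with the lowest ratio among genes past the size rule in the same direction at both time points, ranked by the smaller of the absolute log2 ratios. In monocytes and neutrophils it took 3 of each. *Acod1* was matched as *Irg1*. Many genes of the lists are named in the study, which picked them on these libraries, so that these lists are no independent evidence.

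For each list with at least 4 genes of at least 20 UMIs in the pair, the median log2 ratio was set against 10000 random lists of the same size drawn from the 50 genes nearest in expression to each member, and its percentile among them describes the libraries only. The interval of a list median is the 95% range over 2000 resamples of its members, and genes are not replicates. For shares of cells with at least 1 UMI of a gene, every cell was thinned to 2000 UMIs and shallower cells were left out.

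The classes, lists, markers, size rule, main settings and all alternatives except 1 were chosen before the data were examined. The alternatives were another mitochondrial limit (5%), another gene minimum (200), no removal of doublets, 2 other clustering resolutions, clustering of each library by itself, clustering on all variable genes, TMM scaling factors (edgeR 4.0.16), an equal weight for every cell, monocytes and macrophages pooled, other limits of the size rule and other thinning. The added alternative left out of clustering and naming the 5 markers that differed between the genotypes within a class. The closing section gives the effect of these choices.

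The size rule, the ratio intervals and the list percentiles were tested on simulated counts drawn from the libraries' own means, with 200 genes changed. Every change was set above the limit of the size rule, and the counts held counting error only, so high recovery was built in. Filters, doublets, clustering, naming and spread between animals were not simulated. The unchanged genes that passed are therefore no error rate for the comparisons of libraries. In the comparison of macrophages at dpi2 (11096 genes), all of the changed genes passed the size rule (100%), as did 9 unchanged genes, and the intervals held the true ratio for 94.7% of genes. For macrophages at dpi4 (11953 genes) 99.5% of the changed and 7 unchanged genes passed. In monocytes, 99.5% of the changed genes passed at dpi2 (9991 genes) and at dpi4 (2805 genes), each with 10 unchanged genes. In neutrophils at dpi2 (5889 genes), 97.5% of the changed and 16 unchanged genes passed. Of 100 unchanged lists, from 2 to 7 fell outside the central 95% of random lists. These lists held randomly chosen genes, so lists whose genes move together were not simulated. The analysis used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, anndata 0.12.19, igraph 0.11.9, matplotlib 3.10.9 and R 4.3.3.

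The total was 79250213 UMIs in the control and 57010520 in the library labelled KO at dpi2, and 80228489 and 62566722 at dpi4. The kit version differs between the sources that describe it, and no value here depends on it. Only single-cell libraries were analysed here.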

Results

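Single-cell transcriptomes were collected from CD45-positive cells of injured mouse muscle, in 1 library for each of 4 groups: control and KO mice at dpi2 and at dpi4. The libraries held 6602 barcodes (control, dpi2), 4177 (labelled KO, dpi2), 5207 (control, dpi4) and 4514 (labelled KO, dpi4), with totals of 79250213, 57010520, 80228489 and 62566722 UMIs. After filtering, 5721, 3684, 4173 and 3433 cells were kept, and these had median depths of 10716, 11642, 15146 and 13715 UMIs per cell. A mitochondrial share of 10% or more was found in 8.10% of the barcodes of the control and 6.61% of those of the library labelled KO at dpi2, and in 15.4% and 19.9% at dpi4. *Xist*, a transcript of female cells, had from 1 to 4 UMIs per library. Because each group was 1 library, no difference below has a replicate check, and every interval is a 95% interval for counting error only.

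The first question was whether the libraries carried the mark of the genotype. *Bach1* (ENSMUSG00000025612; GRCm38, chromosome 16, 87698945 to 87733346, plus strand), the targeted gene, was not lower in the libraries labelled KO when all barcodes were summed. Its level was 189 CPM (interval 186 to 192) in the control and 187 CPM (184 to 191) in the library labelled KO at dpi2. At dpi4 it was 207 CPM (204 to 210) and 217 CPM (214 to 221). In macrophages the ratio of labelled KO over control was 1.17 (1.12 to 1.22) at dpi2 and 1.08 (1.05 to 1.10) at dpi4. In monocytes it was 0.926 (0.890 to 0.963) at dpi2 and 0.786 (0.615 to 1.004) at dpi4, and in neutrophils 1.29 (1.12 to 1.47) and 1.22 (0.659 to 2.15). When monocytes and macrophages were pooled, the log2 ratio at dpi2 was -0.07 in place of 0.22 in macrophages, the alternative that moved this value most. In dendritic cells *Bach1* fell from 172 to 141 CPM at dpi2 and from 240 to 197 CPM at dpi4. The *Bach1* counts thus went both ways between classes and did not follow the labels when summed. These are counts per gene, in which UMIs of a single exon cannot be told from the rest. They therefore cannot show whether an exon was deleted. The study reported the deletion from RNA sequencing of bone marrow-derived macrophages. Every direction below is between libraries as labelled.

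*Lyz2* (ENSMUSG00000069516, chromosome 10, 117277331 to 117282321, minus strand), the gene whose promoter drives the Cre in the study, followed the labels. In macrophages it fell from 8138 CPM in the control to 13.2 CPM in the library labelled KO at dpi2, and from 18326 to 24.4 CPM at dpi4, which are log2 ratios of -9.27 (-9.42 to -9.13) and -9.55 (-9.64 to -9.47). In monocytes the log2 ratios were -9.20 at dpi2 and -8.40 at dpi4, and in neutrophils -5.02 and -4.76. The neighbouring paralog *Lyz1* (chromosome 10, 117287797 to 117292868, minus strand) moved the other way in macrophages, by 29.6-fold (27.3 to 32.1) at dpi2 and by 9.90-fold (9.53 to 10.3) at dpi4. How reads that fit both copies were assigned was not examined, so the sizes of the *Lyz1* ratios are uncertain.

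**Figure D1:**
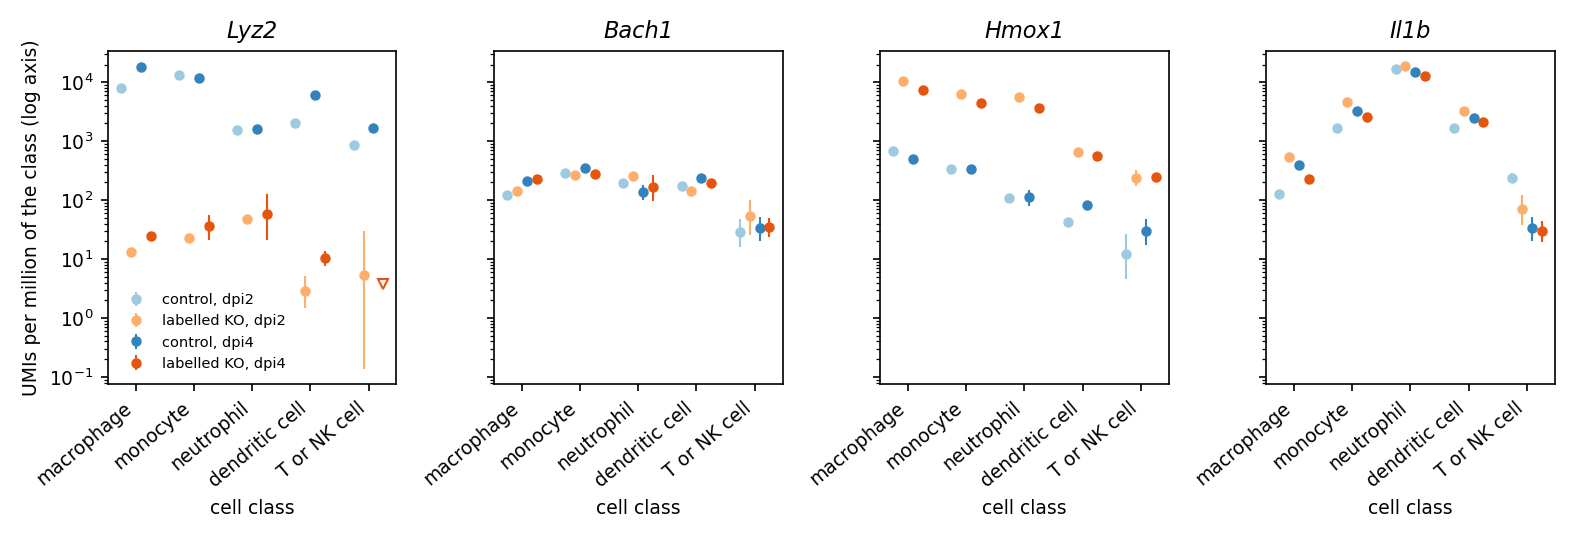
UMIs of *Lyz2*, *Bach1*, *Hmox1* and *Il1b* in each cell class, in CPM (log axis) in the 4 libraries; lines are exact Poisson 95% intervals, and the open triangle marks the upper limit for a count of 0. In macrophages at dpi2 *Lyz2* fell from 8138 to 13.2 CPM and *Hmox1* rose from 678 to 10428 CPM, while *Bach1* was 125 CPM in the control and 145 CPM in the library labelled KO.

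The next comparison asked how the makeup of the immune infiltrate differed between the genotypes. At dpi2, monocytes were 44.6% of kept cells (43.3% to 45.9%) in the control and 26.8% (25.4% to 28.3%) in the library labelled KO, a difference of -17.8 percentage points (-19.7 to -15.8). Neutrophils were 11.1% (10.3% to 11.9%) and 22.9% (21.5% to 24.3%), a difference of 11.8 points (10.2 to 13.4). Macrophages were 32.8% (31.6% to 34.1%) and 28.0% (26.5% to 29.5%), a difference of -4.86 points (-6.76 to -2.94), and dendritic cells differed by 0.88 points (-0.12 to 1.90), within counting error. The neutrophils were shallow, with median depths of 2308 UMIs in the control and 3445 UMIs in the library labelled KO. The filter on genes per cell could therefore act on them more than on other classes. At a minimum of 200 genes, neutrophils went from 633 to 645 (control) and from 843 to 822 (labelled KO). Macrophages went from 1879 to 1910 and from 1031 to 1047, and unnamed cells from 193 to 250 and from 519 to 646. These counts do not show a stronger effect on neutrophils.

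At dpi4 macrophages were 70.3% (68.9% to 71.7%) of cells in the control and 73.6% (72.1% to 75.1%) in the library labelled KO, a difference of 3.28 points (1.23 to 5.31). Monocytes were 1.01% and 1.81%, from only 42 and 62 cells, a difference of 0.80 points (0.25 to 1.38). Neutrophils were 3.09% and 1.05%, a difference of -2.04 points (-2.69 to -1.40), and dendritic cells were 9.27% and 12.2%, a difference of 2.96 points (1.54 to 4.39). Monocytes and macrophages together differed by -22.7 points (-24.6 to -20.7) at dpi2 and by 4.08 points (2.06 to 6.08) at dpi4. Clustering each library by itself moved the macrophage share most: the difference became 5.14 points at dpi2 and -17.4 points at dpi4, so its direction at either time point is not settled by these data. The unnamed clusters held 3.37% of the control and 14.1% of the library labelled KO at dpi2, and 10.1% and 4.66% at dpi4. With each library clustered by itself, they held 16.7% and 26.2% at dpi4, while macrophages labelled KO fell to 55.0%. The reversal at dpi4 thus went with more cells left unnamed. Within their class, the markers *Ly6c2* and *Plac8* (monocytes, dpi2), *Vcan* (monocytes, dpi4), *G0s2* (neutrophils, both time points) and *Retnlg* (neutrophils, dpi4) differed by at least 2-fold between the genotypes; clustered without these 5 genes, no class share compared here moved beyond its interval.

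**Figure D2:**
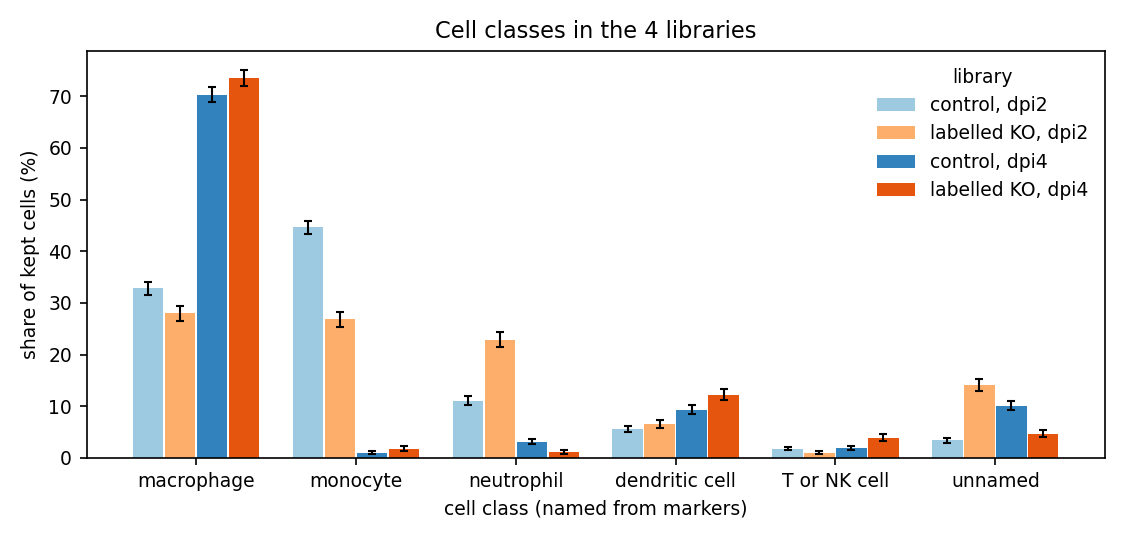
Share of kept cells (percent) in the 5 largest named classes and in unnamed clusters, in the 4 libraries; bars are shares and error bars exact binomial 95% intervals. At dpi2 the monocyte bar fell from 44.6% in the control to 26.8% in the library labelled KO and the neutrophil bar rose from 11.1% to 22.9%.

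Between the time points, macrophages rose by 37.5 points (35.6 to 39.3) in the controls and by 45.6 points (43.5 to 47.7) in the libraries labelled KO. Monocytes fell by 43.6 points in the controls and fell by 25.04 points in the libraries labelled KO, and neutrophils fell by 7.97 points and fell by 21.8 points. Dendritic cells rose by 3.66 points in the controls and by 5.75 points in the libraries labelled KO, but fell by 3.73 points in the controls when each library was clustered by itself.

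The third question was which genes differed within a class. In macrophages at dpi2, 504 of 11096 genes with enough UMIs passed the size rule, 248 higher and 256 lower in the library labelled KO. The make-up of this class differed between the libraries at dpi2. A cluster led by *Pdpn*, *Htr2b* and *Hmga2* held 1161 of 1879 control macrophages and 179 of 1031 labelled KO. Another, led by *Arg1*, *Jag1* and *Ppbp*, held 80 and 454. Part of the macrophage ratios at dpi2 may go with this make-up. At dpi4 there were 282 of 11953, 121 higher and 161 lower. The limits set these numbers: at least 1.5-fold in place of 2-fold gave 1266 and 866 genes. The balance of directions at dpi4 also depended on them, since with at least 200 UMIs 82 genes were higher and 44 lower. Both time points, which came from different mice, shared 51 genes in the same direction, 41 higher and 10 lower, while 13 genes were higher at dpi2 and lower at dpi4 and 3 the reverse. Of the 249 genes lower at dpi2 that could be scored at dpi4, 67.5% were lower there too, against 46.1% of all 11025 genes; of the 229 higher genes 57.2% were higher, against 53.9%. Scored the other way, of the 87 genes higher at dpi4, 82.8% were higher at dpi2, against 47.3% of all genes, but of the 64 lower genes only 45.3% were lower, against 52.7%, so that neither direction was the more stable one in both scorings. In monocytes 453 of 9991 genes passed at dpi2 (176 higher, 277 lower) and 97 of 2805 at dpi4 (50 higher, 47 lower), with 10 shared. At dpi4 this balance became 7 higher and 13 lower with at least 200 UMIs, and 103 higher and 166 lower when each library was clustered by itself.

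Among the macrophage genes past the rule at both time points, the 5 highest were *Spic*, *Hmox1*, *Marco*, *Slc40a1* and *Lyz1*. *Spic*, which encodes a transcription factor (chromosome 10, 88674772 to 88685015), had a ratio of 40.6 (32.2 to 51.9) at dpi2 and 16.2 (15.03 to 17.4) at dpi4. *Hmox1*, which encodes the heme-degrading enzyme heme oxygenase 1 (ENSMUSG00000005413; chromosome 8, 75093621 to 75100589), rose from 678 to 10428 CPM at dpi2 and from 503 to 7409 CPM at dpi4, log2 ratios of 3.94 (3.92 to 3.96) and 3.88 (3.86 to 3.90). *Slc40a1*, which encodes the iron exporter ferroportin (chromosome 1, 45908068 to 45926523), had ratios of 27.0 (22.6 to 32.6) and 10.9 (10.55 to 11.3). For the scavenger receptor gene *Marco* (chromosome 1, 120474538 to 120505024) the control at dpi2 held 2 UMIs, so the ratio of 248 has an interval from 68.2 to 2056; at dpi4 the ratio was 10.99 (8.14 to 15.1). The 5 lowest were *Lyz2* and the much rarer *Il1rl1*, *Ephx1*, *Gprc5b* and *Trpm1*, with log2 ratios of -2.82, -1.51, -1.38 and -1.27 at dpi2 and -1.85, -1.42, -1.63 and -1.27 at dpi4. Of these, *Il1rl1* rested on 50 UMIs at dpi2, 45 in the control and 5 in the library labelled KO.

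**Figure D3:**
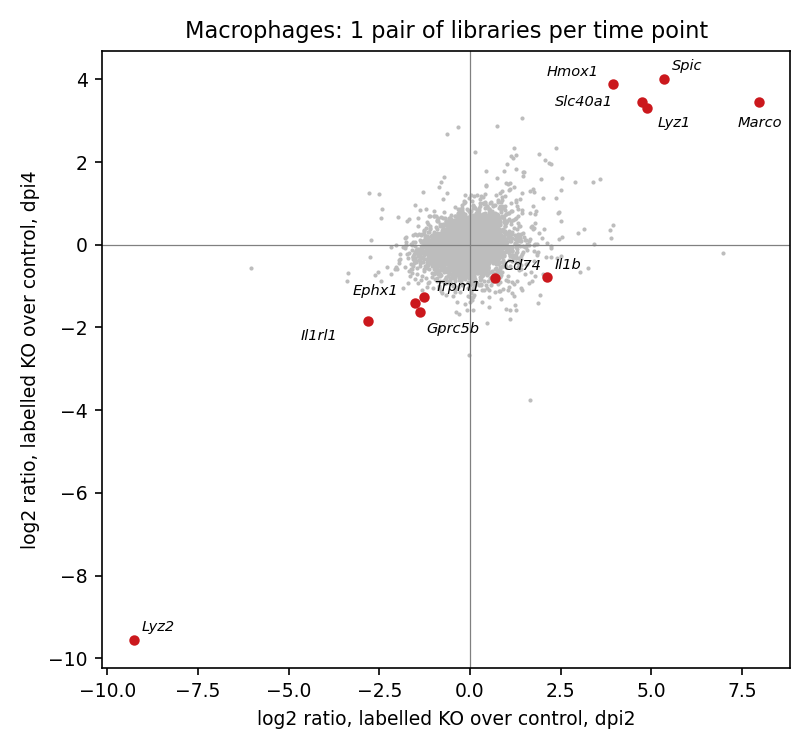
Log2 ratio of labelled KO over control in macrophages at dpi2 (horizontal) and dpi4 (vertical), 1 point per gene with at least 50 UMIs in both pairs (11025 genes); red points are the genes chosen by the fixed rule, with *Il1b* and *Cd74*. *Hmox1* lay at 3.94 and 3.88, *Lyz2* at -9.27 and -9.55, and *Il1b* at 2.11 and -0.78.

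In monocytes the 3 highest genes at both time points were *Lyz1*, *Spic* and *Hmox1*. *Hmox1* rose by log2 ratios of 4.25 (4.21 to 4.28) at dpi2 and 3.71 (3.46 to 3.97) at dpi4, *Spic* by 4.91 and 3.73, and *Lyz1* by 5.08 and 5.89, the last with 3 UMIs in the control and an interval from 4.32 to 8.18. The 3 lowest were *Lyz2*, *Slfn4* (chromosome 11, 83175186 to 83190216; -1.49 and -1.28) and *Cd72* (chromosome 4, 43446462 to 43454628; -1.61 and -1.15). In neutrophils at dpi2 the median log2 ratio over 5889 genes was -0.29, and TMM factors would raise every ratio by 0.35, so that changes there are read relative to this shift. *Hmox1* rose from 111 to 5678 CPM at dpi2 and from 111 to 3708 CPM at dpi4 in neutrophils, log2 ratios of 5.68 (5.46 to 5.91) and 5.06 (4.60 to 5.56). *Gclm*, which encodes a subunit of the enzyme that starts glutathione synthesis (chromosome 3, 122245557 to 122270732), rose by 3.87 and 3.16, and *Fth1*, which encodes ferritin heavy chain (chromosome 19, 9980598 to 9985098), by 2.24 and 2.70. The lowest were *Lyz2*, *Rasgef1b* (-2.20 and -2.19, the last with 3 UMIs in the library labelled KO and an interval from -4.51 to -0.56) and *Gusb* (-1.45 and -1.68).

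To see whether these genes stood for a wider set, the 16 genes of the redox and iron list were scored as a set. Their median log2 ratio in macrophages was 1.09 (0.69 to 1.90 over resampled members) at dpi2 and 0.83 (0.46 to 1.83) at dpi4, at percentile 100 of the random lists both times, with 16 and 15 of 16 genes higher. Pooling monocytes and macrophages moved the value at dpi2 most, to 0.97. In monocytes the median was 0.77 at dpi2 and 0.65 at dpi4, and in neutrophils 1.62 (14 of 14 genes higher) and 1.32 (10 of 12), each at percentile 100. The members differed in size in macrophages at dpi2, from 0.03 for *Ftl1* to 4.76 for *Slc40a1*.

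Thinned to 2000 UMIs per cell, 52.6% (50.3% to 54.9%) of macrophages in the control and 91.8% (90.0% to 93.4%) in the library labelled KO had an *Hmox1* UMI at dpi2, and 31.1% and 93.9% at dpi4; without thinning the shares were 93.1% and 99.6%, and 81.7% and 99.3%. In monocytes the thinned shares were 30.9% and 81.3% at dpi2 and 26.2% and 95.2% at dpi4, and in neutrophils 16.7% and 98.5%, and 19.3% and 87.9%. Thinning left out from 3 to 36 macrophages per library, and 166 neutrophils of the control and 55 of the library labelled KO at dpi2. T or NK cells, taken as the background, showed 2.97% and 36.1% at dpi2 (median depths 3952 and 4736.5 UMIs) and 2.67% and 33.6% at dpi4 (5000.5 and 4846 UMIs), against median depths of 18679 and 27053 UMIs in macrophages at dpi2. The myeloid shares in the libraries labelled KO lay above this background at both time points.

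The pro-inflammatory list of 16 genes had a median log2 ratio of 1.02 (0.52 to 1.58) in macrophages at dpi2, with 14 genes higher and percentile 100, and of -0.04 (-0.31 to 0.14) at dpi4, at percentile 33.9. In monocytes it was 0.48 (0.18 to 1.31) and -0.09 (-0.32 to 0.33), and in neutrophils 0.05 and -0.31, the former 0.40 with TMM factors. *Il1b* (ENSMUSG00000027398; chromosome 2, 129364570 to 129371139) rose in macrophages from 126 to 545 CPM at dpi2, a log2 ratio of 2.11 (2.07 to 2.16), and fell from 396 to 230 CPM at dpi4, a log2 ratio of -0.78 (-0.81 to -0.75). In monocytes its log2 ratios were 1.46 and -0.32, the last of which became 0.68 when each library was clustered by itself, and in neutrophils 0.18 and -0.21. A monocyte cluster with *Il1b* among its leading genes held 43 of 2554 control monocytes and 404 of 989 labelled KO at dpi2. Part of the monocyte rise may go with this make-up. *Ptgs2* in macrophages had 1.58 and -0.47, *Cd14* 1.32 and -0.54, *Tnf* 0.56 and -0.03 (-0.08 to 0.02), and *Il6* 3.85 (3.20 to 4.57, with 21 UMIs in the control) and 0.35 (-0.05 to 0.76). Thinned to 2000 UMIs, 11.7% of control macrophages and 29.5% of those labelled KO had an *Il1b* UMI at dpi2, a difference of 17.8 points (14.6 to 21.0), and 27.6% and 17.8% at dpi4, a difference of -9.82 points (-12.05 to -7.57); without thinning the shares were 42.0% and 79.8%, and 59.0% and 37.4%. In T or NK cells the thinned shares were 9.90% and 11.1% at dpi2, so that the share in control macrophages was close to this background, and 5.33% and 3.91% at dpi4.

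The interferon-stimulated list of 17 genes was lower in each myeloid class at dpi2. Its median log2 ratio was -1.14 (-1.53 to -0.84) in macrophages, -1.38 (-1.58 to -1.12) in monocytes and -2.01 (-2.72 to -1.81; -1.66 with TMM factors) in neutrophils, at percentile 0, and all 17, 17 and 16 scored genes were lower. At dpi4 the medians were -0.13 (-0.22 to -0.03; 14 of 17 genes lower, percentile 0.08), -0.09 (-0.26 to 0.28) and 0.49 (-0.14 to 0.89). *Irf7* (chromosome 7, 141262706 to 141266481) had log2 ratios of -1.57 and 0.24 in macrophages, and *Ifit3* (chromosome 19, 34583531 to 34588731) -1.95 and -0.43. In monocytes *Ifit3* had -2.07 at dpi2 and 0.56 at dpi4, the last of which became -1.21 when each library was clustered by itself and -0.38 in pooled cells.

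The cell cycle list of 8 genes was lower in macrophages at dpi2 (-1.06, interval -1.34 to -0.64, 8 of 8 genes) and showed no detectable difference at dpi4 (0.00, interval -0.10 to 0.12); in monocytes at dpi2 the median of the 6 scored genes was 0.11 (-1.87 to 0.50). *Mki67* in macrophages had log2 ratios of -0.63 and -0.19, the last of which became 0.01 when each library was clustered by itself. The MHC class II list of 7 genes was higher at dpi2 (0.69, interval 0.11 to 0.87, 6 of 7 genes) and lower at dpi4 (-0.54, interval -0.69 to -0.43, 7 of 7 genes) in macrophages. *Cd74* (chromosome 18, 60803848 to 60812652) had 0.69 and -0.81, and *H2-Ab1* 0.84 and -0.54. In monocytes the MHC class II medians were 0.59 and 0.32, the last of which was negative under 5 alternatives. The repair and lipid list of 11 genes had medians of 0.30 (-0.40 to 0.77) and 0.34 (0.13 to 0.69) in macrophages and 0.37 (-0.78 to 0.65) and 0.30 (-0.10 to 1.16) in monocytes. Its members went both ways at dpi2: *Arg1* had 1.80 and *Cd36* -0.40 in macrophages, and 0.54 and 0.69 at dpi4. *Arg1* and *Cd36* were among the leading genes of macrophage clusters whose share differed between the libraries at dpi2.

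**Figure D4:**
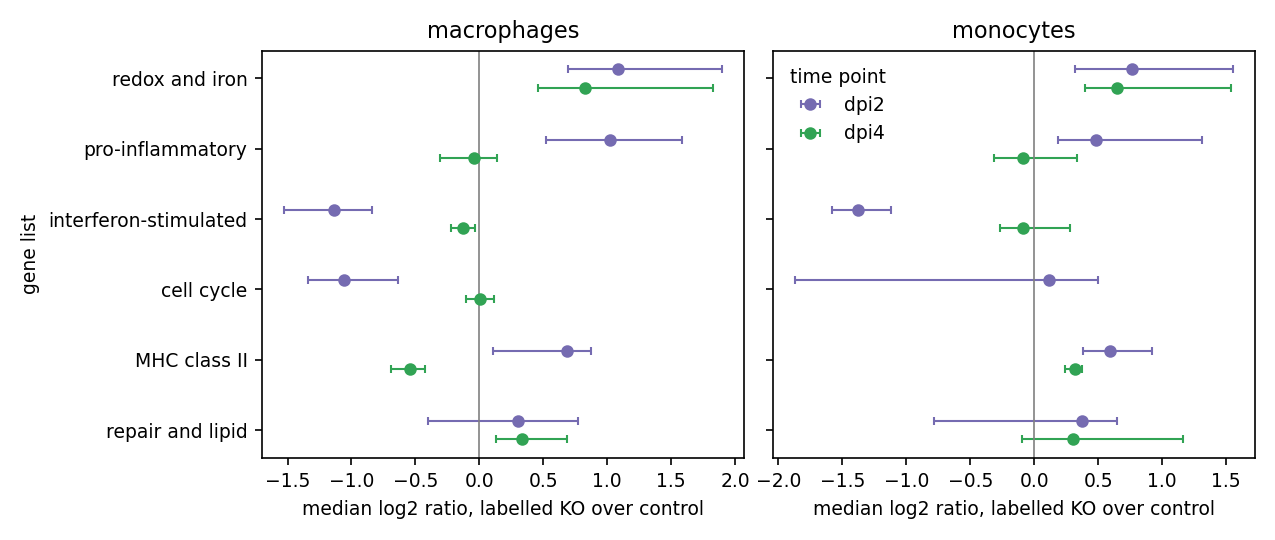
Median log2 ratio of labelled KO over control for 6 gene lists in macrophages (left) and monocytes (right) at dpi2 and dpi4; bars are 95% ranges over resampled list members, and a list with fewer than 4 scored genes has no point. The interferon-stimulated list lay at -1.14 in macrophages and -1.38 in monocytes at dpi2, and at -0.13 and -0.09 at dpi4.

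From dpi2 to dpi4 within a genotype, the macrophage medians of the pro-inflammatory list changed by 0.40 (0.10 to 0.70) in the controls and by -0.78 (-1.24 to -0.11) in the libraries labelled KO. The interferon-stimulated list changed by 0.01 (-0.41 to 0.77) and 0.89 (0.39 to 1.62), the cell cycle list by 0.12 (-0.34 to 0.24) and 1.17 (0.33 to 1.45), and the MHC class II list by 2.74 (2.26 to 3.02) and 1.37 (1.27 to 1.75). The redox and iron list changed by -0.12 (-0.31 to 0.37) and -0.01 (-0.38 to 0.25), and the repair and lipid list by -0.58 (-1.74 to 1.11) and 0.49 (-1.18 to 1.16), changes that their members' spread does not set apart from 0.

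The last comparison was of sub-states among 4433 control monocytes and macrophages and 2020 of those labelled KO at dpi2, and 2977 and 2589 at dpi4. Unnamed sub-clusters held 50.7% and 34.9% of these cells at dpi2 and 54.4% and 50.7% at dpi4. Among them, that led by *Hmga2*, *Fabp4* and *Pdpn* held 1165 of the 4433 control cells at dpi2. It held 152 of the 2020 cells labelled KO. Cells matched to MF1 were 13.5% and 18.5% at dpi2, a difference of 4.998 points (3.03 to 7.02), and 10.98% and 18.2% at dpi4, where the difference of 7.25 points became 0.0821 points at a lower clustering resolution. Cells matched to MF2 were 1.08% and 0.545% at dpi2 and 21.0% and 21.2% at dpi4, but 62.8% and 60.4% at dpi4 at that lower resolution. Cells matched to Mo3 at dpi4 were 12.1% and 7.45%, a difference of -4.60 points (-6.17 to -3.03). At that lower resolution it became 1.37 points (-0.70 to 3.46), so its direction is not settled. Cells matched to Mo4 were 18.0% and 38.3% at dpi2, but at that lower resolution the difference of 20.3 points became -2.44 points. No sub-cluster was matched to Mo2 or MF3 at the main resolution, though at the lower one 27.7% and 31.5% of cells were matched to MF3 at dpi2, and the markers of Mo1 at both time points and of Mo3 at dpi2 differed between the genotypes, so that these shares are not compared. Some matched sub-clusters were led by other genes: 1 of those matched to Mo4 by *Arg1*, *Jag1* and *Ppbp*, without an Mo4 marker among the 10 leading genes, and 45 cells matched to Mo1 by *S100a9* and *S100a8*. The former held 486 of the 774 cells labelled KO but 62 of the 798 control cells counted as Mo4 at dpi2. Without it Mo4 had 288 of 2020 cells labelled KO and 736 of 4433 control cells, so that the difference of 20.3 points rests on this sub-cluster. Of those matched to MF1, 329 cells were led by the cell cycle genes *Hist1h1b*, *Top2a* and *Mki67*, among them 134 of the 597 control cells counted as MF1 at dpi2. Of those matched to MF2, 199 cells were led by *Ube2c*, *Cenpf* and *Birc5*, and 1033 cells by *Txnip*, *Tmem176b* and *Pltp*, without an MF2 marker among the 10 leading genes. The Mo4, MF1 and MF2 shares therefore do not stand for these states alone.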

Values the study reported

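The study stated an average of 54,000 reads per cell at 50% saturation for its single-cell libraries, and a fold change above 1.5 for differential expression with a test over cells. From pseudobulk values, it compared Bach1-cKO with control cells in a non-chimeric and a bone marrow chimeric setting. For monocytes, 419 genes at dpi2 and 1,033 at dpi4 were described as shared in these comparisons. For macrophages, the counts were 580 and 605.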

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

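Of the tests in this part, those of free RNA in endothelial droplets and of dendritic cells counted as macrophages at dpi4 were set before the result was seen, and the others were chosen after it. No difference between time points was tested, since each group was 1 library; a difference is given here because the effect at dpi2 and the effect at dpi4 had opposite directions. Chance and the choice of mice enter each of them, and a biological difference between the genotypes stays open, as untested, throughout.

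For the shares of classes, the difference of labelled KO minus control was -4.86 points at dpi2 and 3.28 points at dpi4 for macrophages, -17.8 and 0.80 points for monocytes, 11.8 and -2.04 points for neutrophils, and -22.7 and 4.08 points for monocytes and macrophages together. Shares of 1 library sum to 100%, so these differences are not independent of each other. The filter on genes per cell could have made the neutrophil difference, because neutrophils were shallow, but with at least 200 genes per cell the difference at dpi2 was 10.6 points. The macrophage difference changed direction at both time points when each library was clustered by itself, to 5.14 and -17.4 points. Sampling of cells and the bead enrichment stay open.

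*Il1b* in macrophages had log2 ratios of 2.11 at dpi2 and -0.78 at dpi4, in monocytes 1.46 and -0.32, and in neutrophils 0.18 and -0.21. With TMM factors the neutrophil values were 0.53 and -0.22. Part of the monocyte rise at dpi2 may go with a cluster led by *Vcan*, *Dmkn* and *Il6*, with *Il1b* next. It held 43 of 2554 control monocytes and 404 of 989 labelled KO. The share of macrophages with an *Il1b* UMI after thinning differed by 17.8 points and by -9.82 points, so depth per cell alone is argued against. *Ptgs2* (1.58 and -0.47) and *Cd14* (1.32 and -0.54) in macrophages had the same pair of directions. Neutrophil RNA might raise *Il1b* in macrophages, but the rise of *S100a8* accounted for 12.3% of the *Il1b* rise at dpi2, and that of *S100a9* for 8.41%. Monocytes counted as macrophages would need the monocyte markers to rise by 9.13% of their level in monocytes. The median rise was 0.711%, but 3 of the 8 markers fell and 1, *F13a1*, rose by 52.6%, so that an *Il1b* rise within macrophages and monocytes counted as macrophages cannot be told apart by these markers. What also stays open is a difference between the animals, or in the timing of the injury response, for which no test was run.

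*Irf7* in macrophages had log2 ratios of -1.57 at dpi2 and 0.24 at dpi4, and *Ifit3* in monocytes -2.07 and 0.56. The lower interferon-stimulated genes at dpi2 were not confined to the myeloid classes: in endothelial cells the median log2 ratio of the list was -2.06 (-3.10 to -1.54), with 12 of 12 scored genes lower, from 18 and 15 cells. In dendritic cells the median at dpi2 was -1.23, with 17 of 17 genes lower, and in B cells -2.63, with 6 of 6 lower. In T or NK cells it was -0.51 (-1.49 to -0.11), with 8 of 9 genes lower, but at percentile 19.2 of the random lists. At dpi4 the list was also lower in macrophages (-0.13, 14 of 17 genes, percentile 0.08), in T or NK cells (-0.72, 16 of 16 genes, percentile 0) and in dendritic cells (-0.32, 15 of 17 genes), while in endothelial cells it was 0.12, so that a lower list was not seen at dpi2 alone. Free RNA in the endothelial droplets could carry such a change, but the list stood at 67.4% of its level in the whole library in control endothelial cells, against 8.09% for the macrophage markers. In the library labelled KO more RNA of other cells was present: in endothelial cells the macrophage markers reached 27.9% of their level in the whole library, *Hmox1* 32.6% and *Il1b* 71.0%, and the endothelial markers were lower by a median log2 ratio of -0.99, so that the value of -2.06 may be in part a dilution. Among endothelial cells without a UMI of the leukocyte gene *Ptprc*, only 12 and 9 cells, the list was at -2.74 (-3.82 to -1.75), with 10 of 11 genes lower, and the endothelial markers at -0.60 (-1.12 to 0.55), which argues against dilution as the whole cause. A shift between clusters alone is argued against by 5 of 5 monocyte clusters in which the list was lower. Within them the medians ran from -1.47 to -0.17, against -1.38 for all monocytes. The value of -0.17 was in the cluster led by *Cxcl10*, *Ly6c2* and *Plac8*, which held 1323 of 2554 control and 138 of 989 monocytes labelled KO, so that part of the fall may go with this change in make-up. With 1 pair of libraries at dpi2, an effect of genotype cannot be told apart from a difference between 2 animals, for example in interferon exposure, because each genotype was 1 mouse. A change confined to the cells that carry the Cre is argued against by the endothelial values, which rest on few cells, though through signals between cells a change could reach cells without it.

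MHC class II genes in macrophages were higher at dpi2 and lower at dpi4: *Cd74* had log2 ratios of 0.69 and -0.81, *H2-Ab1* 0.84 and -0.54, and the list medians of 0.69 and -0.54. Dendritic cells counted as macrophages may change these genes, but at dpi4 the dendritic cell markers changed by a median of -0.0545% of their level in dendritic cells, where -3.33% was needed, and 0 of 12 markers reached it. At dpi2, where a rise of 1.45% was needed, the median was 0.162%, but 2 of 12 markers reached the needed rise and 3 fell, so that dendritic cells counted as macrophages cannot be told apart there from a change within macrophages. *Cd36* in macrophages went the other way, with -0.40 and 0.69. At dpi4 a sub-cluster of monocytes and macrophages had *H2-Aa*, *Cd74*, *H2-Ab1* and *H2-Eb1* among its leading genes. It held 1078 of 2977 control cells and 306 of 2589 cells labelled KO. Part of the lower MHC class II values at dpi4 may go with this change in make-up. A difference in how far the 2 mice of a time point had advanced stays open.

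Cells in 2 of the 3 low-UMI unnamed clusters, which no comparison of the report uses, were 12.7% of the library labelled KO at dpi2 (467 cells), against 1.503% of the control (86 cells), 0.0959% of the control at dpi4 and 0.350% of the library labelled KO at dpi4. These 2 clusters were chosen after their values were seen. The third, led by *Gm26917* and *Lars2*, held 100, 45, 83 and 60 cells of the libraries in the order control and labelled KO at dpi2, then at dpi4. All 3 clusters made 3.25% of the control and 13.9% of the library labelled KO at dpi2, and 2.08% and 2.097% at dpi4. For the cells of the 2 clusters, empty droplets with free RNA may form such clusters, but the macrophage markers stood at 10.2% of their level in the whole library. Damage is argued against by a median mitochondrial share of 0.223%, against 0.406% in neutrophils. The same cells had 7697 CPM of *S100a8*, against 35994 CPM in neutrophils of the same library, and 10577 CPM of *Hmox1*, against 5678 CPM. *Cxcr2* (75.9 against 1175 CPM) and *Il1b* (1565 against 18995 CPM) were also far lower, as were *S100a9* and *Csf3r*. *Slc7a11* (5074 against 3904 CPM) and *Irg1* (1936 against 1523 CPM) were higher. These values pool both clusters and do not show the cells to be neutrophils. The clusters were unlike. That led by *Il1f9*, *Slpi* and *Irg1* held 180 of the 467 cells, and its best class was neutrophil (marker score 0.515, 7 markers detected). The other, led by *Pdcd1lg2*, *Mirt1* and *Ccl3*, scored 0.215 for macrophages and 0.185 for neutrophils. Counted with the neutrophils, the cells of both clusters would bring the neutrophil share to 12.6% of the control and 35.6% of the library labelled KO at dpi2. With 1 library per group, a cluster mostly of 1 library may be that library and not a type.

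Macrophage-like cells with muscle transcripts, also outside the comparisons, were 7.57% of the control (316 cells) and 1.84% of the library labelled KO (63 cells) at dpi4, and 0 at dpi2, below limits of 0.0524% and 0.0814%. Free muscle RNA in every droplet might give this. The median of 8 muscle transcripts was 3.52 CPM in T or NK cells of that control, against 95.6 CPM in these cells. All 8 are among the 10 leading genes of this cluster, so a higher level in it was built in. The low level in T or NK cells speaks only for those droplets. The median doublet score of the macrophage-like cells was 0.0600, against 0.0561 in macrophages. The barcodes with the highest scores had already been removed, so these medians cannot exclude doublets. With no doublets removed, the cluster led by muscle transcripts held 362 cells of the control at dpi4. Free muscle RNA, doublets, uptake of muscle fibres and fragments bound to cells stay open.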

How the results depend on the processing

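The alternatives were planned, except for the clustering without markers that differed between genotypes, which was chosen after seeing the data and left all 10 class shares it was run on within their intervals. Directions held under every alternative run for the neutrophil share (9.78 to 13.1 points at dpi2, -3.00 to -1.68 at dpi4), the monocyte share at dpi2 (-28.1 to -10.1), the redox and iron list in macrophages at dpi2 (0.97 to 1.15), and the interferon-stimulated list in macrophages (-1.50 to -0.95) and monocytes (-1.58 to -1.14) at dpi2. The causes of the changes below were not tested, except where stated. Differences are labelled KO minus control in percentage points, and list and gene values are log2 ratios.

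Clustering each library by itself changed results of several kinds. The macrophage share became 5.14 at dpi2 and -17.4 at dpi4 (both reversed), the share of monocytes and macrophages pooled at dpi4 -17.2 (reversed), the monocyte share -28.1 and 0.217, and the dendritic cell share 1.98 and 8.57. From dpi2 to dpi4 the macrophage share changed by 40.0 in the controls and 17.4 in the libraries labelled KO, the monocyte share by -16.3 in the latter, and the dendritic cell share by -3.73 (reversed) and 2.86. Reversed genes were *Bach1* in monocytes at dpi2 (0.0875), *Il1b* (0.68) and *Ifit3* (-1.21) in monocytes at dpi4, and *Mki67* in macrophages at dpi4 (0.0105). In macrophages the cell cycle list became -3.24 at dpi2, 0.28 at dpi4 and 3.37 between the time points in the libraries labelled KO, the interferon-stimulated list at dpi4 -0.0129, and the MHC class II list between the time points in the libraries labelled KO 1.89. In monocytes at dpi4 the MHC class II list became -0.47 (reversed), the interferon-stimulated list -1.04 and the pro-inflammatory list 0.81, and 269 genes passed the size rule. The pro-inflammatory list in neutrophils at dpi4 became -0.67.

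With all variable genes, the monocyte share at dpi2 became -10.1, that of monocytes and macrophages pooled -13.7, the MHC class II list in monocytes at dpi4 -0.0511 (reversed) and the interferon-stimulated list in monocytes at dpi2 -1.58. With no doublets removed, the shares at dpi2 became -12.3 for monocytes, -16.0 for monocytes and macrophages pooled and 9.78 for neutrophils, and in monocytes at dpi4 the MHC class II list became -0.0941 (reversed) and the interferon-stimulated list -0.30. With a mitochondrial share under 5%, the macrophage share at dpi4 became 0.413, the neutrophil share -3.00, the dendritic cell share 5.15, and that of monocytes and macrophages pooled -24.7 at dpi2 and 1.36 at dpi4. Under it the MHC class II list at dpi4 became -0.38 in macrophages and -0.28 in monocytes (reversed), and the cell cycle list in macrophages -0.27.

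With at least 200 genes per cell, the MHC class II list became 0.89 at dpi2 and -0.41 at dpi4 in macrophages, and 0.14 in monocytes at dpi4. At resolution 2 that list in macrophages at dpi4 became -0.41 and the neutrophil share at dpi2 10.2. At resolution 0.5 the list in monocytes at dpi4 became 0.19. For sub-states resolution 0.5 reversed Mo3 at dpi4 (1.37), Mo4 at dpi2 (-2.44) and the unnamed sub-clusters at dpi2 (2.72). With every cell given equal weight, the MHC class II list in monocytes at dpi4 became 0.11. With monocytes and macrophages pooled, *Bach1* at dpi2 (-0.0670 against macrophages), *Ifit3* at dpi4 (-0.38 against monocytes) and the MHC class II list at dpi4 (-0.52 against monocytes) were reversed; by construction the pool at dpi4 is mostly macrophages. Only 42 and 62 monocytes were kept at dpi4, which limits every monocyte value there.

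With TMM factors in neutrophils at dpi2, the interferon-stimulated list became -1.66 and the pro-inflammatory list 0.40, by the shift of 0.35. The number of genes past the size rule followed its limits by construction. At least 1.5-fold gave 1266 and 866 genes in macrophages at dpi2 and dpi4, and 1156 and 316 in monocytes. At least 20 UMIs gave 439 in macrophages and 288 in monocytes at dpi4, and at least 200 UMIs gave 294 and 126, and 281 and 20. Without thinning, the differences for *Hmox1* became 6.53 and 17.6 in macrophages and 29.2 and 38.9 in monocytes, because deeper cells bring the shares near 100%, and those for *Il1b* 37.8 and -21.6 in macrophages and 19.9 in monocytes at dpi2. Thinned to 1000 UMIs, those for *Hmox1* became 51.6 and 69.2 in macrophages and 53.5 in monocytes at dpi2. Of 84 results for single genes, 5 reversed under at least 1 alternative and 60 others moved beyond their counting intervals, which are narrow for abundant genes.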

Other observations

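Of the tests in this part, that of strain DNA around *Lyz2* and *Bach1* was set before the result was seen, and the others were chosen after it. Each of these patterns was found and tested on the same data.

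*Lyz2* in macrophages labelled KO at dpi2 stood at 0.162% of the control, and at 0.133% at dpi4. A Cre inserted into both *Lyz2* alleles may account for this, since 1 intact allele would leave 50%. The study names the *Lyz2* promoter as the driver of the Cre but does not state the place of insertion. The depth of the library labelled KO at dpi2 was 71.9% of that of the control. This value is no test of the fall, because CPM values are already relative to all UMIs of the class. *Lyz1* in macrophages was 29.6-fold higher at dpi2, while *Lyz2* was nearly absent. Reads of *Lyz2* counted as *Lyz1* would have raised *Lyz1* in the controls. Other ways of assigning reads that fit both copies stay open and cannot be told apart from a change of *Lyz1* itself, because the counts are per gene. No biological explanation for *Lyz1* was tested.

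*Bach1* UMIs were not lower in the libraries labelled KO when all barcodes were summed. By class, they were higher in macrophages at both time points and in neutrophils at dpi2. They were lower in monocytes at dpi2 and in dendritic cells at both time points. An exchange of the labels is argued against by *Lyz2*, which had a log2 ratio of -9.55 in macrophages at dpi4 in the direction of the labels. A deletion that leaves the 3' end of the transcript in place could give the observed ratio of 1.17 in macrophages at dpi2. From the *Bach1* counts it cannot be told apart from a gene left intact, because they are per gene and hold no position within it. The study gives evidence from outside these counts. It placed loxP sites around an exon for the DNA-binding domain and checked their insertion by genotyping. It reported the deletion from RNA sequencing of bone marrow-derived macrophages, and recombination of a reporter in neutrophils, monocytes and macrophages. Other values of these libraries bear on the state of the gene. *Hmox1* was from 13.1-fold to 51.2-fold higher in macrophages, monocytes and neutrophils at both time points, and the redox and iron list was at percentile 100 in each. A loss of the repressor may account for these values. An intact *Bach1* would leave them to a difference between animals that recurred in both pairs, or to the Cre and the near absence of *Lyz2*. The near absence of *Lyz2* also followed the labels, and the study describes its controls as floxed littermates. No library here separates the Cre or *Lyz2* from a loss of *Bach1*. The values weigh against an intact gene only where a difference between animals is the alternative. They do not show the deletion itself.

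Genes near the engineered loci could differ through DNA of the strain in which they were made. Among the 51 genes past the size rule in macrophages at both time points, 1 gene, *Lyz1*, lay within 10 Mb of *Lyz2* or *Bach1*, those 2 genes left out, against 0.527 by chance. This argues against strain DNA around Lyz2 and Bach1 as the source of the set.

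Sub-cluster 10 of the monocytes and macrophages, led by *Slc40a1*, *Il18bp* and *Vcam1*, held 550 of its 590 cells in the library labelled KO at dpi4. Another, led by *Vcan*, *Il1b* and *Ptgs2*, held 357 of its 383 cells in the library labelled KO at dpi2. *Ddx3y* stood at 49.5 CPM in the control at dpi2 and at 113, 95.4 and 111 CPM in the other libraries.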
